A study of Danio rerio with 24 samples.

How the data were processed

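RNA was sequenced from whole zebrafish larvae (Danio rerio) of the AB strain. Per the labels' protocols, embryos entered the test solutions at 4 hours after fertilization and stayed in them until 5 days after fertilization. Sodium arsenite was given at 1 or 10 µM, and uranyl nitrate, a soluble uranium salt, at 30 or 300 µg/L. A mixture group received the lower dose of both, and a vehicle group served as the control. Each of the 6 groups had 4 libraries, and each library was made from a pool of 10 larvae, so that the 24 libraries are separate pools and not single animals. Groups and replicate numbers were taken from the labels of each library.

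Per the labels' protocols, polyadenylated RNA was selected with oligo(dT) beads and copied into complementary DNA with random primers, and a service company made and sequenced the libraries. The authors deposited 1 table of FPKM values (fragments of a gene divided by the gene's length and by the size of the library) with 39974 genes named by NCBI Gene number and 1 column per library. The aligner, the counting tool, the genome build, the annotation and the strand setting were not stated in the labels, so no genomic coordinates are given here. Values were used as deposited. No column of per-sample values was left unused (0 columns).

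The depth of each library was read from the table itself. Within a gene, the FPKM values of all libraries were whole multiples of 1 common step after a factor per library had been divided out, which gave back whole read numbers for 100.0% of the values above 0. The factor per library differed from the sum of the recovered reads by a relative 1.92e-06 at most. The recovered totals ran from 15456854 to 22987080 reads per library, with a median of 18261464. Group means were 18703550 reads (SD 2898957, n = 4) for vehicle, 16768572 (SD 1839418) and 19813459 (SD 1369400) for arsenite at 1 and 10 µM, 20589098 (SD 1920045) and 18191582 (SD 2298979) for uranyl nitrate at 30 and 300 µg/L, and 18565888 (SD 1029274) for the mixture. A read number given below is such a recovered value. A floor of 3 reads, used where a gene was near absent in a group, covers counting error only, since reads amplified without molecular identifiers are not independent molecules.

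Gene symbols were looked up by gene number in a RefSeq gene table of the assembly GRCz12tu, which was used for names only. Of the gene numbers, 32044 (80.2%) had a symbol, as did 93.4% of the genes tested. Genes without a symbol were tested and counted but are not named. How reads shared between near-identical genes or overlapping genes were assigned is not stated, so values of genes with close copies, such as the numbered members of the glutathione transferase, heat shock and arrestin-domain families, carry that uncertainty.

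Genes were kept where FPKM was at least 0.5 in at least 4 of the 24 libraries, which left 22682 genes. A total of 9030 genes were at 0 in every library. The values were changed to log2(FPKM + 1). A fold change on this scale understates the change of genes with low FPKM. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a variance trend), with all 24 libraries in one fit of 6 group means and no block, so that every contrast shared a spread with 18 residual degrees of freedom. The median residual SD was 0.138 on the log2 scale. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. All adjusted p-values for genes come from this limma fit unless another setting is named. The 10 contrasts were each of the 5 exposures against vehicle, the mixture against each of its components, the higher against the lower dose of each metal, and the departure from additivity. The departure is the mixture minus both components plus vehicle on the log2 scale.

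The genes named in the text were chosen by a fixed rule. For each exposure against vehicle these are the 3 largest increases and the 3 largest decreases among called genes with a symbol whose 4 exposed libraries all lay on one side of all 4 vehicle libraries. Where no gene passed, the gene with the smallest p is given, and for the departure from additivity the 2 genes with the smallest p. A preset list of 6 genes (mt2, as3mt, hmox1a, gstp1, gclm and hsp70l) was added. The RefSeq table lists gstp1 under the symbol gstp1.2, which is used here. Genes named outside this rule are marked as chosen after their values were seen.

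Lists of NRF2 and glutathione genes (23 genes tested from 25 listed symbols), heat shock genes (24 from 25), p53 response genes (20 from 22), inflammation genes (23 from 26) and circadian clock genes (30 from 34) were drawn up, with some symbols being older names of a gene also listed. They were tested in each exposure with limma's camera at an inter-gene correlation preset to 0.01, except the clock genes, which move in opposite phases and were read by the undirected form of limma's fry. Adjustment covered the 25 tests. A list of 13 mitochondrially encoded genes was not analysed here, which left 25 tests. The similarity of exposures was measured as Pearson's r of their log2 fold changes across genes. Because all exposures share the vehicle libraries, r was set beside 100 draws of unchanged groups built from the within-group deviations. The overlap of calls was set beside 100 further draws that went through the same fit.

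The design, the rule for naming genes, the gene lists and a first group of alternatives were fixed before the data were examined. This group was a pseudocount of 0.1, no filter and a minimum mean FPKM of 1, 3 other scalings (rescaling the FPKM of each library to the same total, median-of-ratios scaling and quantile normalization), a fit of only the groups of the contrast, the replicate number as a block, eBayes without a trend, array weights with robust eBayes, an added minimum absolute log2 fold change of 1, and leaving out each library. The gene lists were also tested with fry and with an estimated correlation. Chosen after seeing the data were limma's voom on the recovered reads, removal of a trend with gene length, library depth as a covariate, and leaving vehicle libraries out of the similarity. Since the deposited unit is FPKM, the test on recovered reads is an alternative only.

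The scripts were tested on simulated data first. Of 200 genes changed by 1 on the log2 scale in 1 group, 95% were called among 22506 genes. The changed genes were drawn from those with a mean over 50 reads, and all genes had the same dispersion. The 95% is therefore not shown to hold for genes with few reads or a wide spread. Of all calls, 7.32% were unchanged genes, and contrasts of unchanged groups gave 0 calls. In the 100 draws of unchanged groups used for the overlap of calls, however, up to 22 genes were called in an exposure. Read recovery returned every read of 99.94% of 5000 simulated genes, and of 100.0% of the 3578 genes with more than 20 reads in a library. A search for genes at 2 levels found 50 of 50 placed genes and 0 others. Library pairs of the same group correlated at 0.981 to 0.985 across genes, which are not independent replicates. The chi-square of their recovered reads per degree of freedom was at least 7.17, so no pair differed as little as sampling noise alone would give, and none was treated as a repeat deposit of 1 library. Numerical steps outside R used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.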

Results

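Gene expression was measured by sequencing polyadenylated RNA from whole zebrafish larvae at 5 days after fertilization. The larvae had been kept since 4 hours after fertilization in sodium arsenite, an inorganic form of trivalent arsenic, in uranyl nitrate, or in both. The series title places the doses below and above the maximum contaminant level set for drinking water. Which dose of either metal lies on which side of that level was not checked here. The 6 groups were vehicle, arsenite at 1 and at 10 µM, uranyl nitrate at 30 and at 300 µg/L, and a mixture of 1 µM arsenite with 30 µg/L uranyl nitrate. Each group held 4 libraries (n = 4 throughout), and each library came from a pool of 10 larvae. Recovered depth ran from 15456854 to 22987080 reads per library. Between 26317 and 27013 genes had an FPKM above 0 in each library. The mitochondrial transfer RNA gene trnS1 took 5.44 to 6.84% of the summed FPKM, and the 10 genes with the most reads took 7.93 to 8.80% of all reads. Correlations of log2(FPKM + 1) across genes were 0.981 to 0.985 for the 36 pairs of libraries from the same group and 0.976 to 0.986 for the 240 pairs from different groups. The first principal component held 9.61% of the variance and the next 2 held 7.37 and 6.88%. On the first, the 4 libraries of uranyl nitrate at 300 µg/L (at least 12.3) lay above the other 20 (at most 7.34). Those at 30 µg/L were all negative (-18.9 to -7.81), and 1 of them lay within the range of the vehicle libraries (-8.88 to 7.34).

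Fold changes are differences of group means of log2(FPKM + 1), with the standard error (SE) from limma and p-values adjusted over the 22682 genes tested. Levels are mean FPKM ± SD of 4 libraries.

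The lower arsenite dose was compared with vehicle to ask whether 1 µM changed the larval transcriptome. It changed 30 genes, 27 higher and 3 lower, with a median absolute log2 fold change of 0.42. In 100 simulated draws of unchanged groups, the most genes called in an exposure was 22. At an unadjusted p under 0.05 there were 1528 genes, against 1134 by chance. All 30 genes had 4 exposed libraries on one side of all 4 vehicle libraries. Chance gives this in 2.86% of genes not chosen for a difference, so for these and other called genes it is no separate test. A required absolute log2 fold change of 1 moved this count most, to 1 gene (lratb.2). A fit of only these 2 groups called 5 genes. Leaving out 1 library moved it by over 1.5 times in each of 8 fits, from 11 genes without vehicle replicate 1 to 54 without arsenite 1 µM replicate 3. The gene lratb.2 (NCBI Gene 556575) rose from 6.04 ± 3.27 to 14.4 ± 3.20 FPKM (log2 fold change 1.23, SE 0.242, adjusted p 0.041). The gene si:ch73-141c7.1 (393762) rose from 14.2 ± 3.32 to 27.9 ± 6.41 FPKM (0.93, SE 0.186, adjusted p 0.0429). The arrestin-domain gene arrdc3b (447866) rose from 29.0 ± 3.88 to 53.8 ± 3.82 FPKM (0.87, SE 0.099, adjusted p 0.000163). The collagen chaperone gene serpinh1b (30449) fell from 44.6 ± 2.34 to 22 ± 3.89 FPKM (-1.0, SE 0.12, adjusted p 0.000312). LOC100536083 fell from 3.13 ± 0.834 to 1.18 ± 0.423 FPKM (-0.92, SE 0.175, adjusted p 0.0316), and zgc:193593 (564090) from 88.4 ± 8.92 to 64.3 ± 4.89 FPKM (-0.45, SE 0.0849, adjusted p 0.0304). Among these 6 genes, arrdc3b and serpinh1b had an adjusted p under 0.05 in every refit, although their changes before rounding were under the minimum of 1. The other genes lost the call in the fit of only these 2 groups, with adjusted p-values of 0.495 for lratb.2, 0.428 for si:ch73-141c7.1, 0.311 for LOC100536083 and 0.246 for zgc:193593. They also lost it when single libraries were left out. Without vehicle replicate 3 the adjusted p was 0.12 for lratb.2, 0.0967 for si:ch73-141c7.1, 0.12 for LOC100536083 and 0.12 for zgc:193593.

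At 10 µM, arsenite changed 165 genes against vehicle, 135 higher and 30 lower, with 163 free of overlap between groups and 12 at an absolute log2 fold change of at least 1. The median absolute log2 fold change was 0.50, and 2346 genes had an unadjusted p under 0.05. Without vehicle replicate 3 the count was 102. The fit of only these 2 groups called 58 genes. The gene zgc:123284 (641422) rose from 1.87 ± 0.137 to 18.7 ± 4.06 FPKM (log2 fold change 2.75, SE 0.19, adjusted p 1.36e-08). The prostaglandin reductase gene ptgr1.2 (566996) rose from 3.01 ± 0.451 to 16.3 ± 2.22 FPKM (2.11, SE 0.14, adjusted p 1.36e-08), and the glutathione transferase gene gsto2 (492500) from 98.9 ± 8.44 to 236 ± 37.7 FPKM (1.24, SE 0.0863, adjusted p 1.36e-08). The largest decreases were serpinh1b at 17.9 ± 2.98 FPKM (-1.29, SE 0.12, adjusted p 1.67e-06), apoa4b.3 (100004607) from 51.3 ± 11.1 to 24.3 ± 5.74 FPKM (-1.05, SE 0.212, adjusted p 0.0141) and LOC100536083 at 1.28 ± 0.261 FPKM (-0.84, SE 0.175, adjusted p 0.0191). The call of apoa4b.3 was lost without arsenite 10 µM replicate 1 (adjusted p 0.0668) and without vehicle replicate 1 (0.067) or 3 (0.0646). That of LOC100536083 was lost without any of 5 libraries, with the largest adjusted p, 0.0878, without vehicle replicate 3.

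The arsenite doses were compared directly to ask which genes followed the dose. At 10 µM, 40 genes differed from 1 µM, 37 higher and 3 lower (LOC100536946, prl2 and six2b, named after their values were seen), and 1386 genes had an unadjusted p under 0.05. Without arsenite 1 µM replicate 1 the count was 21. The rises of zgc:123284 (2.07, SE 0.19, adjusted p 2.86e-06), ptgr1.2 (1.86, SE 0.14, adjusted p 1.86e-07) and gsto2 (0.89, SE 0.0863, adjusted p 5.35e-06) separated the doses. At 1 µM, zgc:123284 stood at 3.78 ± 1.37 FPKM, above all vehicle libraries but not called (0.69, adjusted p 0.226). By contrast, arrdc3b differed between the doses by less than its SE (-0.02, SE 0.099, adjusted p 0.993). Of the 30 genes called at 1 µM, 27 were also called at 10 µM, all in the same direction, in contrasts that share the vehicle libraries.

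Uranyl nitrate at 30 µg/L changed 0 genes against vehicle at the adjusted threshold, while 1620 genes had an unadjusted p under 0.05. The gene with the smallest p was fabp2 (30708), at 6.62 ± 0.591 against 3.93 ± 1.15 FPKM in vehicle (log2 fold change 0.65, SE 0.116, adjusted p 0.168). It was called only without vehicle replicate 1, with an adjusted p of 0.00284. The count was 1 without vehicle replicate 1 and 3 without vehicle replicate 4.

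Uranyl nitrate at 300 µg/L changed 402 genes against vehicle, 199 higher and 203 lower, the most of the 5 exposures with all libraries in the fit. The changes were small, with a median absolute log2 fold change of 0.37, 7 genes at an absolute value of at least 1 and 387 without overlap between groups. At an unadjusted p under 0.05 there were 3754 genes. This count depended on single libraries and moved by over 1.5 times in 7 of 8 fits, from 63 genes without vehicle replicate 1 to 769 without vehicle replicate 2. The order of the exposures changed with it. Without vehicle replicate 1 there were 63 genes against 124 for arsenite at 10 µM, without replicate 4 there were 68 against 124, and without replicate 3 there were 91 against 102, with 146 for the mixture. When FPKM was rescaled to the same total per library, 341 genes were called, 235 higher and 106 lower, so the higher share moved from 49.5 to 68.9%. The gene si:dkey-85k7.7 (399650) rose from 25.5 ± 6.10 to 61.3 ± 14.2 FPKM (log2 fold change 1.24, SE 0.189, adjusted p 0.00249), arrdc3b to 63.8 ± 11.5 FPKM (1.1, SE 0.099, adjusted p 2.65e-06) and si:ch73-141c7.1 to 30.8 ± 1.89 FPKM (1.1, SE 0.186, adjusted p 0.00687). The signalosome subunit gene cops8 (393198) fell from 7.28 ± 0.640 to 0.444 ± 0.303 FPKM (-2.54, SE 0.579, adjusted p 0.0302). However, 5 of the 16 libraries in the other 4 exposed groups also lay under 1 FPKM for cops8, and its call was lost in 7 of the 8 fits that left out a library, with the largest adjusted p, 0.0825, without uranyl nitrate 300 µg/L replicate 4. The cytochrome P450 gene cyp4v2a (558851) fell from 4.53 ± 0.716 to 1.79 ± 0.604 FPKM (-1.01, SE 0.234, adjusted p 0.0334) and lost the call in 6 of the 8 fits that left out a library, with the largest adjusted p, 0.104, without vehicle replicate 1. As in arsenite, serpinh1b was lower, at 22.4 ± 1.01 FPKM (-0.96, SE 0.12, adjusted p 0.000337).

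Between the 2 uranyl nitrate doses, 1509 genes differed, 596 higher and 913 lower at 300 µg/L, and 4746 genes had an unadjusted p under 0.05. Only 28 of the 1509 reached an absolute log2 fold change of 1, and the median was 0.35. The groups did not overlap for 1389 of these genes. Without uranyl nitrate 30 µg/L replicate 3 the count was 465, the lowest of the 8 fits that each left out a library. Of the 402 genes called at 300 µg/L against vehicle, 267 were also called between the doses. Both contrasts use the 300 µg/L libraries, so shared calls and directions are partly built in, and no value for unchanged groups was simulated for them. The genes serpinh1b (-0.84, SE 0.12, adjusted p 0.00147) and arrdc3b (0.73, SE 0.099, adjusted p 0.00122) were among these 267.

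**Figure D1:**
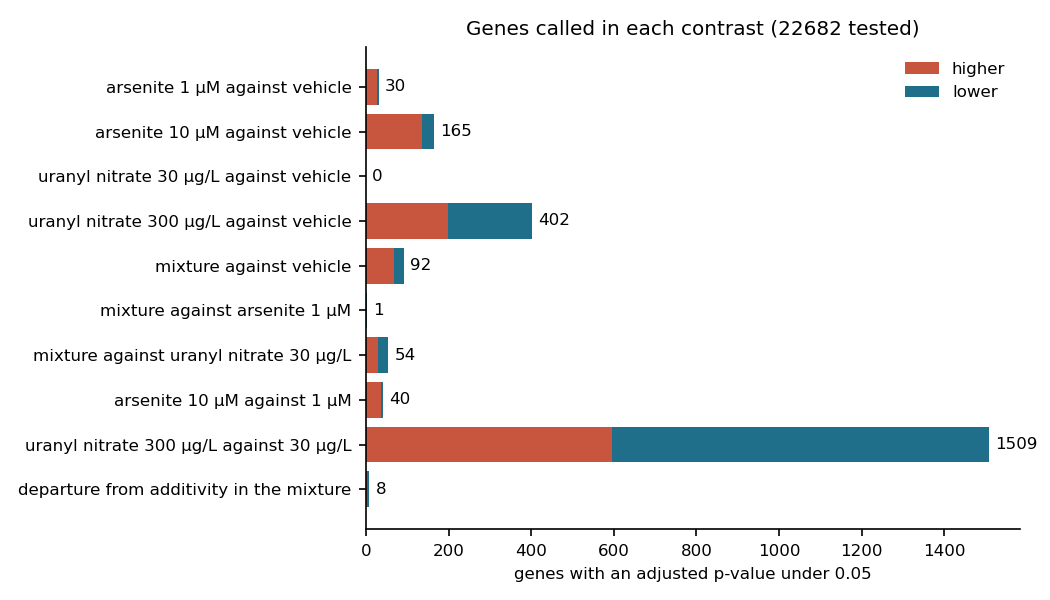
Number of genes with an adjusted p under 0.05 in limma's test for each of the 10 contrasts, as bars split into genes higher (for example 135 at 10 µM arsenite) and lower (30). The contrast of the uranyl nitrate doses, with 1509 genes, is the tallest bar, and uranyl nitrate at 30 µg/L against vehicle has 0 genes.

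The mixture of 1 µM arsenite and 30 µg/L uranyl nitrate changed 92 genes against vehicle, 68 higher and 24 lower, with 90 free of overlap and 2431 genes at an unadjusted p under 0.05. The count was 46 without vehicle replicate 4 and 146 without vehicle replicate 3. The microRNA gene dre-mir-96 (100033618) stood at 5.87 ± 1.07 FPKM against 0.814 ± 0.679 in vehicle. These values rest on 0 to 11 reads per library, with every vehicle library at or under 3 reads, so the rise was at least 3.06-fold (adjusted p 0.0159). Its call was lost in 4 of the 8 fits that left out a library, with the largest adjusted p, 0.0976, without vehicle replicate 4. The gene arrdc3b rose to 76.7 ± 4.29 FPKM (log2 fold change 1.38, SE 0.099, adjusted p 7.86e-08) and the somatostatin gene sst2 (79186) from 5.84 ± 1.76 to 12.9 ± 2.19 FPKM (1.04, SE 0.186, adjusted p 0.00802). In the fit of only these 2 groups sst2 was not called (adjusted p 0.123). The decreases were serpinh1b to 16.4 ± 1.83 FPKM (-1.39, SE 0.12, adjusted p 8.87e-07), zgc:193593 to 48.7 ± 1.67 FPKM (-0.84, SE 0.0849, adjusted p 8.71e-06) and sh3rf2 (100537944) from 0.897 ± 0.340 to 0.121 ± 0.0848 FPKM (-0.74, SE 0.161, adjusted p 0.0412). The call of sh3rf2 was lost in 7 of the 8 fits that left out a library, with an adjusted p of 0.185 without vehicle replicate 4.

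Against its components, the mixture differed from uranyl nitrate alone in 54 genes, 29 higher and 25 lower, and from arsenite alone in 1 gene, soul5 (100000079). All 54 and the 1 gene were free of overlap between groups, and unadjusted counts were 2550 and 1798. The count against uranyl nitrate was 17 without uranyl nitrate 30 µg/L replicate 2. The count against arsenite was 3 without mixture replicate 4. The split of the 54 genes moved from 53.7% higher to 65.3% (32 of 49 genes) with median-of-ratios scaling. It moved to 46.15% (24 of 52 genes) with FPKM rescaled to the same total per library. Of the 54 genes, 28 were also called in the mixture against vehicle, where sharing the mixture libraries likewise builds in part of the overlap. Here serpinh1b (-1.27, SE 0.12, adjusted p 1.4e-05) and arrdc3b (1.01, SE 0.099, adjusted p 1.4e-05) had the largest changes. Against arsenite alone, arrdc3b was not called (0.51, SE 0.099, adjusted p 0.211), although all 4 mixture libraries (71.3 to 80.9 FPKM) lay above all 4 of arsenite (49.6 to 57.7 FPKM).

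The departure from additivity asked whether the mixture differed from the sum of its components on the log2 scale. It was past the threshold for 8 genes, 3 above and 5 below the sum, and 1662 genes had an unadjusted p under 0.05. With median-of-ratios scaling, without a variance trend or without a filter, 1 gene was called, and leaving out single libraries gave from 1 gene to 14, the latter without vehicle replicate 2. The gene soul5, which encodes a heme-binding protein, departed by -0.78 (SE 0.0819, adjusted p 8.3e-05) and had an adjusted p under 0.05 in every refit, although its change was under a minimum absolute log2 fold change of 1. It stood at 95.6 ± 4.52 FPKM in vehicle, 128 ± 8.09 in arsenite at 1 µM, 115 ± 2.83 in uranyl nitrate at 30 µg/L and 89.3 ± 8.40 in the mixture. Against vehicle it was higher in arsenite at 1 µM (0.41, adjusted p 0.00152) and at 10 µM (0.44, adjusted p 0.000168), and not called in uranyl nitrate at 30 µg/L (0.27, adjusted p 0.301) or in the mixture (-0.10, adjusted p 0.576). All 4 libraries at 30 µg/L (111 to 118 FPKM) nevertheless lay above all 4 of vehicle (90.7 to 101 FPKM). The mixture lay below arsenite alone (-0.51, adjusted p 0.000309) and below uranyl nitrate alone (-0.37, adjusted p 0.00418). LOC100331080 departed by 1.92 (SE 0.33, adjusted p 0.0465), with 4.81 ± 1.44 FPKM in vehicle, 1.83 ± 0.365 in arsenite, 1.86 ± 0.222 in uranyl nitrate and 4.59 ± 2.06 in the mixture. It lost the call in 12 of the 16 fits that left out a library, with the largest adjusted p, 0.137, without vehicle replicate 3.

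**Figure D2:**
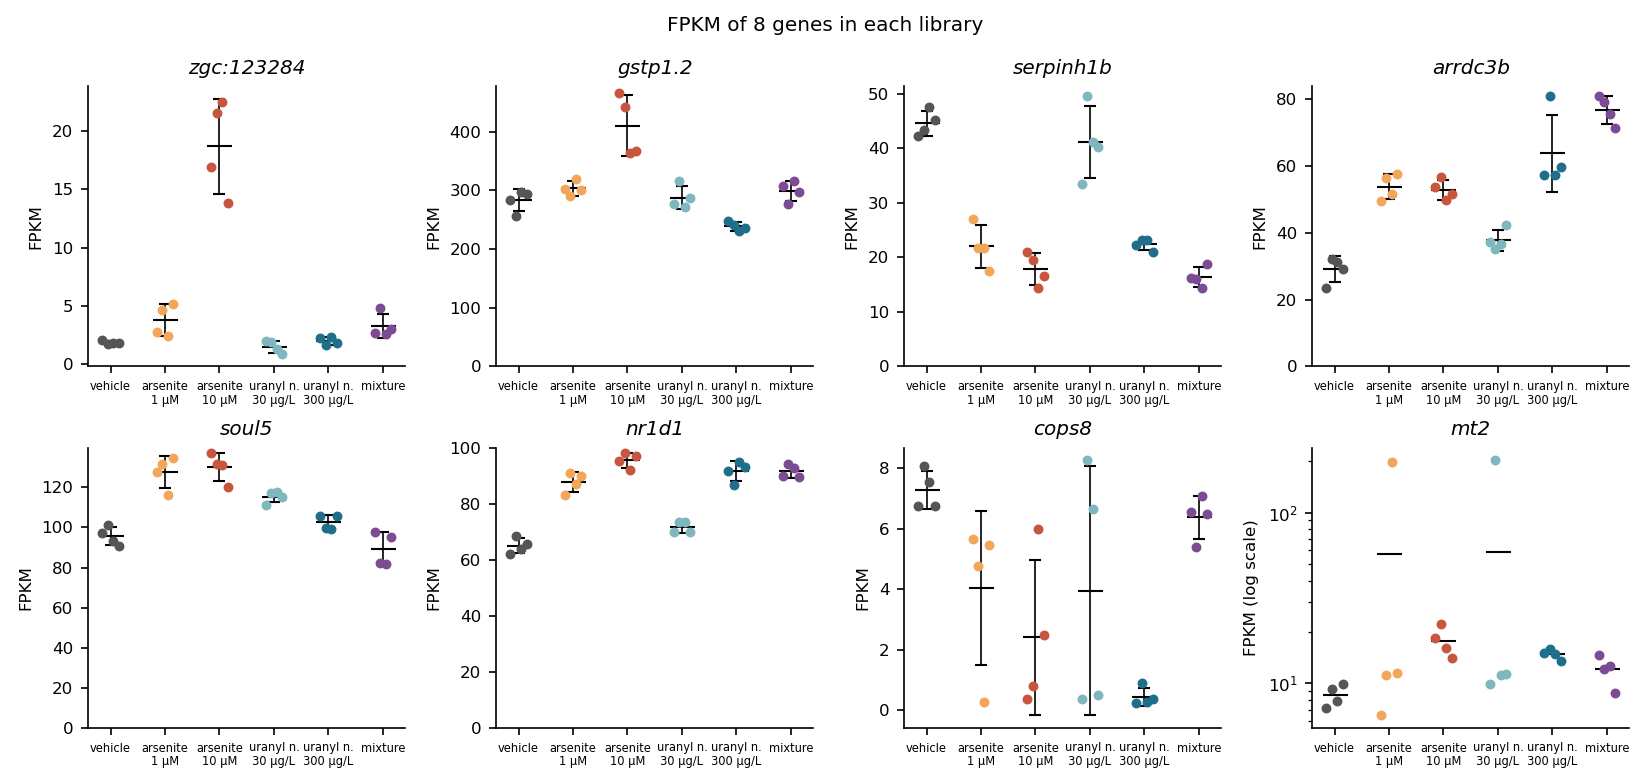
FPKM of 8 genes in each of the 24 libraries (points) of the 6 groups, with the group mean and SD as bars for 7 genes. The panel of mt2 has a log axis, no SD bar and 2 libraries near 200 FPKM, while soul5 is lower in the mixture (89.3 FPKM) than in either component.

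Several genes were called in more than 1 exposure. The overlap was 21 genes between arsenite at 1 µM and uranyl nitrate at 300 µg/L, 50 between arsenite at 10 µM and uranyl nitrate at 300 µg/L (47 in the same direction), and 52 between uranyl nitrate at 300 µg/L and the mixture (all in the same direction). The 3 genes of opposite direction, cbr1l, tstd1 and ugt1a7, are named after their values were seen. In 17 genes the same direction was called in all 4 of these exposures, 16 higher and 1 lower (serpinh1b). Simulated unchanged groups, with the vehicle group also redrawn from the within-group deviations, gave 0 such genes in 100 draws. At most 1 gene was called the same way in 2 or more exposures. These draws take out the group means, so they cannot show an offset of the whole vehicle group beyond the spread within groups. All 17 genes also lay on that side of vehicle in uranyl nitrate at 30 µg/L. Sharing the vehicle libraries gives this by itself, since a median of 17 of the 17 genes that moved most alike in the simulated draws did so (range 9 to 17). The 17 included the nuclear receptor gene nr1d1, named after its values were seen, which stood at 65 ± 2.64 FPKM in vehicle and rose by 0.43 to 0.55 on the log2 scale (SE 0.0387) in these 4 exposures, with adjusted p-values of 6.42e-06 in arsenite at 1 µM, 1.36e-08 at 10 µM, 4.92e-07 in uranyl nitrate at 300 µg/L and 2.58e-07 in the mixture. In comparisons that use no vehicle library, 9 of the 17 were called in the mixture against uranyl nitrate at 30 µg/L and 10 in uranyl nitrate at 300 against 30 µg/L.

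Over all genes, the log2 fold changes of the exposures correlated at r between 0.301 (the 2 uranyl nitrate doses) and 0.598 (the 2 arsenite doses) in 10 pairs of exposures. These are correlations across 22682 genes, which are not independent replicates. Unchanged groups that share a simulated vehicle group gave a mean of 0.494 (SD 0.0933, range 0.226 to 0.704 over 100 draws). The smallest two-sided p from these draws was 0.099, for the 2 uranyl nitrate doses (adjusted p 0.867 over the 10 pairs), so that no pair was distinguishable from unchanged groups. With the vehicle libraries split 2 and 2 between the exposures, r fell to between -0.0468 and 0.149, against -0.35 to 0.185 in the draws. The split moved r more than any other alternative, and for the arsenite doses it gave 0.149.

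The preset genes asked for responses known for these metals. Of the 30 tests of 6 genes in 5 exposures, 2 were past the threshold over all genes, 3 when adjusted over the list alone and 5 had an unadjusted p under 0.05. The glutathione transferase gene gstp1.2 (79381) rose from 283 ± 18.7 to 410 ± 52.2 FPKM in arsenite at 10 µM (log2 fold change 0.53, SE 0.0707, adjusted p 0.000197, or 6.78e-06 over the list alone). Its adjusted p was 0.0718 in the fit of only these 2 groups, the alternative that moved it most. The glutathione synthesis gene gclm (333974) rose from 7.13 ± 0.341 to 10.9 ± 1.15 FPKM (0.55, SE 0.0845, adjusted p 0.000957, or 2.66e-05 over the list alone). In uranyl nitrate at 300 µg/L gstp1.2 was lower, at 239 ± 7.18 FPKM (-0.24, SE 0.0707), which passed over the list alone (adjusted p 0.0236) and not over all genes (0.076), except without vehicle replicate 2 (0.0339). Metallothionein mt2 (100174951) was not called in any exposure (adjusted p 0.716 to 0.905). It stood at 8.55 ± 1.23 FPKM in vehicle, and 1 library each of arsenite at 1 µM (198 FPKM) and of uranyl nitrate at 30 µg/L (203 FPKM) lay far above the rest and widened the spread shared by all groups. All 4 libraries of arsenite at 10 µM (17.7 ± 3.51 FPKM) lay above all vehicle libraries. So did all 4 of uranyl nitrate at 300 µg/L (14.8 ± 0.949 FPKM). In fits of only these groups and vehicle the adjusted p-values were 0.0312 and 0.026. All 4 libraries of uranyl nitrate at 30 µg/L also lay above vehicle, the lowest at 9.932 FPKM against a highest vehicle library of 9.879 FPKM. The arsenite methyltransferase gene as3mt (664699), the heme oxygenase gene hmox1a (791518) and the heat shock gene hsp70l (560210) were not called in any exposure. The heat shock gene hsp70l ranged widely in vehicle, at 27.3 ± 14.2 FPKM.

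**Figure D3:**
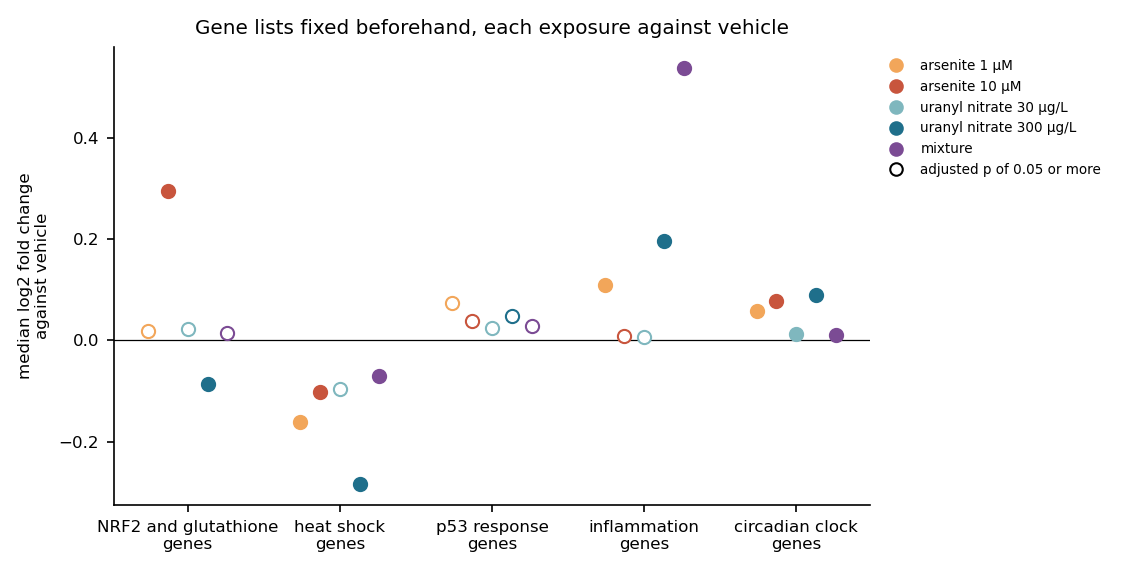
Median log2 fold change of the genes of 5 lists in each of the 5 exposures against vehicle, with filled symbols where the adjusted p of the list was under 0.05. The inflammation list in the mixture (0.538) and the NRF2 and glutathione list in arsenite at 10 µM (0.295) have the largest medians, and no error is drawn since members go in both directions.

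Gene lists asked for shifts of whole pathways, and 14 of the 25 tests were past the threshold. These were 9 camera tests and the clock list in all 5 exposures. The clock list was read by the undirected form of fry, which does not measure a shift in 1 direction. Of the 9 camera tests, 5 held with fry and 1 with an estimated correlation, the NRF2 and glutathione list in arsenite at 10 µM. This list had a median log2 fold change of 0.295 there, with 21 of 23 genes higher (camera, adjusted p 4.61e-22). Over all genes 9 members were called, and 16 when adjusted over the list alone. The estimated correlation moved this result most, to an adjusted p of 3.13e-05. The same list was lower in uranyl nitrate at 300 µg/L, with 1 of 23 genes higher and a median of -0.0857 (camera, adjusted p 0.00142; fry, 0.00617), while 0 members were called over all genes and 2 when adjusted over the list alone. It was not past the threshold in arsenite at 1 µM (adjusted p 0.225), uranyl nitrate at 30 µg/L (0.69) or the mixture (0.0569). In the mixture it passed in 4 of the 8 fits that left out a library, without vehicle replicate 1 (0.0492) or 4 (0.0422) and without mixture replicate 2 (0.0459) or 3 (0.0331), and with median-of-ratios scaling (0.0444).

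The heat shock list of 24 genes was lower in uranyl nitrate at 300 µg/L (median -0.284, 1 of 24 higher, camera adjusted p 4.66e-09, fry 0.00299, with 3 members called and 10 when adjusted over the list alone). It was lower in arsenite at 1 µM as well (median -0.162, 2 of 24 higher, camera adjusted p 4.64e-07, fry 0.0371). Camera but not fry called it in arsenite at 10 µM (camera 7.21e-05, fry 0.0685) and in the mixture (camera 0.0474, fry 0.184). With camera the mixture result was lost without vehicle replicate 1 (0.2) or 3 (0.139) and without mixture replicate 2 (0.37) or 4 (0.0598). In uranyl nitrate at 30 µg/L its adjusted p was 0.241, and 0.0282 without vehicle replicate 2. The list holds serpinh1b, which was called lower in 4 of the 5 exposures.

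The inflammation list of 23 genes was higher in the mixture, with a median of 0.538 and 21 of 23 genes higher (camera, adjusted p 2.33e-11; fry, 0.0233). No member was called over all genes (0 genes), and 12 were when adjusted over the list alone. Without mixture replicate 2 the median was 0.283, camera gave 3.98e-06 and fry 0.0735. In arsenite at 1 µM and uranyl nitrate at 300 µg/L the list passed with camera (adjusted p 0.00845 and 0.00275) and not with fry (0.464 and 0.264). With camera it was also lost without arsenite 1 µM replicate 2 (0.151) or 4 (0.143) and without uranyl nitrate 300 µg/L replicate 2 (0.0515). It was not past the threshold in arsenite at 10 µM (0.749) or uranyl nitrate at 30 µg/L (0.667).

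The p53 list of 20 genes was not past the threshold in any exposure (adjusted p 0.082 to 0.204). Single libraries changed this in arsenite at 1 µM (0.0112 without arsenite 1 µM replicate 3 and 0.0176 without vehicle replicate 3), arsenite at 10 µM (0.0335 without arsenite 10 µM replicate 4, 0.0492 without its replicate 2 and 0.0356 without vehicle replicate 3) and uranyl nitrate at 300 µg/L (0.036 without vehicle replicate 3). The list of 30 clock genes, which was included as a check for unequal harvest times, differed without regard to direction in all 5 exposures (fry, adjusted p 5.97e-14 in arsenite at 1 µM, 1.45e-17 at 10 µM, 0.00275 in uranyl nitrate at 30 µg/L, 3.38e-14 at 300 µg/L and 1.04e-18 in the mixture). Its medians were near 0 (0.0103 to 0.0903), with 3, 4, 0, 5 and 3 members called in these exposures and 5, 10, 2, 6 and 7 when adjusted over the list alone. In the same order, 21, 24, 19, 26 and 16 of the 30 members were higher. The members called in all 4 of the exposures with calls were nr1d1, nr1d2a and bhlhe40. Of the other scalings, only median-of-ratios was applied to the lists, and under it the directions given here did not flip. The lists were not tested with rescaled FPKM or quantile normalization.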

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

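The other scalings and the fits that left out a library were planned before the data were examined. The remaining tests below were chosen after the results they bear on had been seen. The values checked for a single library apart from the other 3 of its group were those of the named genes and the library depth. Of these 92 group values 7 had such a library, all for named genes, where chance gives 4.6 over the 92. Most of these therefore need no cause.

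The metallothionein gene mt2 stood at 198.3 FPKM in replicate 3 of arsenite at 1 µM, against 6.505 to 11.49 in the other libraries of the group, and at 202.7 FPKM in replicate 2 of uranyl nitrate at 30 µg/L, against 9.932 to 11.37. Reads shared with the related gene mtbl are argued against, since mtbl had at most 396 reads in any of the 24 libraries, while mt2 had 4244 reads in the arsenite library and 4969 in the uranyl nitrate library. The gene mtbl deviated by 1.19 on the log2 scale in the arsenite library and by 0.0638 in the uranyl nitrate library. It is itself among the genes at 2 levels described under the other observations, with 4 libraries at the lower level, of which arsenite 1 µM replicate 4 is one. A response of these libraries to more metal stays open. The zinc transporter gene slc30a1a, often induced with metallothionein, deviated by -0.127 and -0.0186 on the log2 scale, which in 1 library each excludes nothing. A change of level per library, as in these 35 genes at 2 levels, cannot be told apart from it either, since only 1 library of each group is affected.

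The gene soul5 departed from additivity by -0.7832 on the log2 scale. It was higher in arsenite at 1 µM than in vehicle and lower in the mixture than in either component. The tables argue against scaling (largest adjusted p 0.000372 over 3 other scalings), a single library (largest adjusted p 0.000447 over 16 fits that each left out a library, with departures from -0.83 to -0.74), depth (0.000196 with depth as a covariate) and reads shared with its paralog soul5l, which had at most 25 reads in any library while soul5 had at least 1791. A candidate explanation is therefore an interaction of arsenite and uranyl nitrate on this gene, which is a hypothesis found and tested on the same libraries. The time of harvest and other handling of the mixture pools stay open, as untested.

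LOC100331080 departed from additivity by 1.919, since both components lay below vehicle and the mixture did not. It lost the call in 12 of the 16 fits that left out a library, with the largest adjusted p, 0.137, without vehicle replicate 3. Its values were low, and in arsenite at 1 µM replicate 1 stood at 2.373 FPKM against 1.601 to 1.714. No explanation was tested for it.

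In the remaining 4 group values, zgc:123284 stood at 2.076 FPKM in vehicle replicate 1 against 1.783 to 1.825, a small gap beside its 18.7 FPKM in arsenite at 10 µM. The gene arrdc3b stood at 81.02 FPKM in replicate 2 of uranyl nitrate at 300 µg/L against 57.19 to 59.59, and sst2 at 9.609 FPKM in mixture replicate 3 against 13.91 to 14.06. Both genes kept their calls in the fits that left out a library. The gene hsp70l stood at 18.95 FPKM in replicate 4 of uranyl nitrate at 30 µg/L against 13.44 to 14.22, well within its range in vehicle. No explanation was tested for these.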

How the results depend on the processing

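Of 57 results for single named genes, 49 never changed direction, 32 kept both direction and side of the threshold in every refit, and 28 were past the threshold at first, 15 of them in every refit. A minimum absolute log2 fold change of 1, which is no refit, left 16 of these 28 and 9 of these 15. The uranyl nitrate 300 against 30 µg/L contrast moved by over 1.5 times only where a minimum fold change was added (28 genes) or a single library was left out. The alternatives chosen after seeing the data were voom on recovered reads, removal of the length trend and depth as a covariate.

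A fit of only the groups of a contrast has fewer libraries to estimate the spread and called fewer genes in these contrasts. It gave 5 genes for arsenite at 1 µM, 58 at 10 µM, 96 for uranyl nitrate at 300 µg/L, 17 for the mixture, 0 for the mixture against arsenite (1798 at an unadjusted p under 0.05 with all groups in the fit), 20 for the mixture against uranyl nitrate, 13 between the arsenite doses and 1 for the departure from additivity. A minimum absolute log2 fold change of 1 removes genes by construction and left, in the same order, 1, 12, 7, 6, 0, 2, 4 and 5 genes. Without a variance trend the counts were 15 for arsenite at 1 µM, 243 for uranyl nitrate at 300 µg/L and 1 for the departure. With depth as a covariate they were 34 for the mixture against uranyl nitrate, 25 between the arsenite doses and 14 for the departure. The departure also gave 1 gene without a filter, 13 with a mean FPKM of at least 1, and 1 with median-of-ratios scaling. With voom 1 gene was called for uranyl nitrate at 30 µg/L. For the changes without a trend, by depth, filter, scaling and voom, the cause was not tested.

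The split of higher against lower genes moved by over 10 points in 3 contrasts. For uranyl nitrate at 300 µg/L the higher share went from 49.5 to 68.9% with FPKM rescaled to a common total. For the mixture against uranyl nitrate it went from 53.7 to 65.3% with median-of-ratios scaling and to 67.2% with the length trend removed. With FPKM rescaled to a common total it went the other way, to 46.15%, so that most genes were then lower. For the departure it went from 37.5% to 0% of 1 gene with median-of-ratios scaling. The cause was not tested.

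Leaving out 1 library moved counts by over 1.5 times, in 8 of 8 fits for arsenite at 1 µM, 7 of 8 for uranyl nitrate at 300 µg/L, 6 of 8 between the uranyl nitrate doses and 14 of 16 for the departure. The ranges were 11 (without vehicle replicate 1) to 54 genes (without arsenite replicate 3) for arsenite at 1 µM, 102 (without vehicle replicate 3) to 180 at 10 µM, 0 to 3 (without vehicle replicate 4) for uranyl nitrate at 30 µg/L, and 63 (without vehicle replicate 1) to 769 (without vehicle replicate 2) at 300 µg/L. They were 46 (without vehicle replicate 4) to 146 (without vehicle replicate 3) for the mixture, 1 to 3 (without mixture replicate 4) for the mixture against arsenite, and 17 (without uranyl nitrate replicate 2) to 51 for the mixture against uranyl nitrate. They were 21 (without arsenite 1 µM replicate 1) to 36 between the arsenite doses, 465 (without uranyl nitrate 30 µg/L replicate 3) to 1354 between the uranyl nitrate doses, and 1 (for example without vehicle replicate 1) to 14 (without vehicle replicate 2) for the departure. Fewer libraries lower such counts by construction, while the rises without a library were not tested for a cause.

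The replicate numbers did not pair the libraries. Deviations from the group means correlated, over 60 pairs of same-numbered libraries, at a mean r of 0.000215 (-0.155 to 0.107 across genes, which are not independent replicates), with 2 pairs over 0.1. With the replicate number as a block, 2 genes were called for the mixture against arsenite and 1 for the departure. The other counts stayed within 1.5 times. Among results for single named genes, 4 lost the call with the block, and 0 reversed. These were lratb.2 and si:ch73-141c7.1 in arsenite at 1 µM (adjusted p 0.0681 each), sh3rf2 in the mixture (0.0507) and the departure of LOC100331080 (0.0668).

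Single named genes lost the call in 11 results with only the groups of the contrast, in 6 with voom, in 5 without a trend, in 3 each with array weights, without a filter and with depth as a covariate, and in 1 each with the pseudocount of 0.1, with rescaled FPKM, with median-of-ratios scaling and with quantile normalization. In 2 results, mt2 in arsenite at 10 µM and in uranyl nitrate at 300 µg/L, the fit of only these groups made a call. In the fits that left out a library, 385 results were unchanged, 65 lost the call, 2 gained it and 20 reversed. All reversals concern changes near 0 that were not called.

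For as3mt these were, in arsenite at 1 µM, 0.003614 (rescaled FPKM), 0.005234 (median-of-ratios), 0.003576 (quantile), 0.009848 (array weights), 0.007484 (length trend removed) and 0.0008373 (voom). In uranyl nitrate at 300 µg/L they were 0.01817 (rescaled), 0.0007059 (median-of-ratios), 0.008476 (quantile), 0.02205 (length trend removed) and 0.001354 (voom). The cause was not tested. Leaving out a library gave as3mt values from -0.07994 to 0.04741 (without arsenite replicate 4) in arsenite at 1 µM, -0.02817 (without arsenite replicate 4) to 0.07121 at 10 µM and -0.03523 to 0.04326 (without vehicle replicate 1) in uranyl nitrate at 300 µg/L. It gave gclm values from -0.07594 to 0.06161 (without arsenite replicate 3) in arsenite at 1 µM and -0.008062 (without mixture replicate 3) to 0.04252 in the mixture. For hmox1a the ranges were -0.1831 to 0.04008 (without arsenite replicate 3) in arsenite at 10 µM and -0.2245 to 0.06493 (without mixture replicate 2) in the mixture, and for gstp1.2 -0.02465 (without vehicle replicate 2) to 0.04871 in uranyl nitrate at 30 µg/L.

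Among the lists, fry gave an adjusted p of 0.464 for inflammation in arsenite at 1 µM, 0.0685 for heat shock at 10 µM, 0.264 for inflammation in uranyl nitrate at 300 µg/L and 0.184 for heat shock in the mixture. Camera with an estimated correlation left only the NRF2 and glutathione list in arsenite at 10 µM past the threshold, since correlated members carry less evidence. It gave clock genes 0.0876 in arsenite at 1 µM and 0.0876 at 10 µM. In uranyl nitrate they had 0.844 at 30 µg/L and 0.0861 at 300 µg/L, and in the mixture 0.223. The directed test reads members of opposite phase against each other. However, 21, 24, 19, 26 and 16 of the 30 members were higher in these exposures, so opposite phase is not shown to be the reason. Heat shock genes had 0.118 and 0.223 in arsenite at 1 and 10 µM, 0.0876 in uranyl nitrate at 300 µg/L and 0.452 in the mixture. Inflammation genes had 0.416 in arsenite at 1 µM, 0.384 in uranyl nitrate at 300 µg/L and 0.0876 in the mixture, and NRF2 and glutathione genes 0.0876 in uranyl nitrate at 300 µg/L. With a pseudocount of 0.1, heat shock genes in the mixture had 0.0539, and with median-of-ratios scaling NRF2 and glutathione genes in the mixture had 0.0444. The cause was not tested.

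Leaving out a library changed these list results. In arsenite at 1 µM, inflammation ranged from 1.06e-05 to 0.151 (without arsenite replicate 2, and 0.143 without replicate 4) and p53 from 0.0112 (without arsenite replicate 3, and 0.0176 without vehicle replicate 3) to 0.255. At 10 µM p53 ranged from 0.0335 (without arsenite replicate 4, with 0.0492 without replicate 2 and 0.0356 without vehicle replicate 3) to 0.616. In uranyl nitrate at 30 µg/L, heat shock ranged from 0.0282 (without vehicle replicate 2) to 0.685, inflammation from 0.39 to 0.888 and NRF2 and glutathione from 0.493 to 0.975. Here inflammation changed direction without uranyl nitrate replicate 4 (0.813), and NRF2 and glutathione did so without uranyl nitrate replicate 2 (0.975) or vehicle replicate 2 (0.923), none of them past the threshold. At 300 µg/L, inflammation ranged from 0.00114 to 0.0515 (without uranyl nitrate replicate 2) and p53 from 0.036 (without vehicle replicate 3) to 0.259. In the mixture, heat shock ranged from 0.00232 to 0.37 (without mixture replicate 2) and was lost in 4 of 8 fits, also without mixture replicate 4 (0.0598) and vehicle replicates 1 (0.2) and 3 (0.139). NRF2 and glutathione ranged from 0.0331 (without mixture replicate 3) to 0.218 and passed in 4 of 8 fits, also without mixture replicate 2 (0.0459) and vehicle replicates 1 (0.0492) and 4 (0.0422).

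The similarity of exposures fell when the vehicle libraries were split 2 and 2, since the shared libraries then no longer raise r. For arsenite at 1 µM, r was 0.149 with arsenite at 10 µM, 0.0988 with uranyl nitrate at 30 µg/L, 0.0823 at 300 µg/L and 0.106 with the mixture. For arsenite at 10 µM it was 0.0775 with uranyl nitrate at 30 µg/L, 0.0961 at 300 µg/L and 0.0701 with the mixture. For uranyl nitrate at 30 µg/L it was -0.0468 with 300 µg/L and 0.0572 with the mixture, and for 300 µg/L with the mixture 0.0743. The r of the uranyl nitrate doses was 0.397 with a pseudocount of 0.1 and from 0.355 to 0.406 (without vehicle replicate 2) when a vehicle library was left out. These are correlations across genes. Depth limits the results for dre-mir-96, which rests on 0 to 11 reads per library, and for sh3rf2, with 2 to 58 reads.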

Other observations

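Apart from the other scalings and the fits that left out a library, which were planned, the tests in this part were chosen after their results had been seen.

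Other splits of the same libraries tested how often chance grouped them as well. Of the 35 splits of 8 libraries, 1, the real one, gave as many genes for arsenite at 1 µM, arsenite at 10 µM, uranyl nitrate at 300 µg/L, the mixture, the mixture against uranyl nitrate, the arsenite doses and the uranyl nitrate doses. The most genes called in any other split were 9, for the mixture. For the mixture against arsenite 2 of 35 splits did, so that its 1 gene as a count is what other splits also give. For the departure from additivity, 1 of 100 splits, the real one, gave as many, and the most in another was 2. The drawn splits dealt the libraries out over all groups of this contrast. They therefore stand for no group difference of any kind, and not for additivity alone. For uranyl nitrate at 30 µg/L, with 0 genes called, all 35 splits gave as many by construction, which tests nothing. Its 1620 genes at an unadjusted p under 0.05 were matched by 1 of 35 splits, the real one, with a median of 952 over the splits. The unadjusted counts of the other contrasts were matched more often in some cases, by 8 of 35 splits for arsenite at 1 µM, 2 at 10 µM, 1 for uranyl nitrate at 300 µg/L, 4 for the mixture, 9 for the mixture against arsenite, 1 against uranyl nitrate, 8 for the arsenite doses, 1 for the uranyl nitrate doses and 14 of 100 for the departure.

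For the lists, 1 of 35 splits gave as small a p for the clock genes in each of the 5 exposures, for NRF2 and glutathione genes in arsenite at 10 µM and for inflammation genes in the mixture. Other splits matched the remaining results more often. These were 2 of 35 for heat shock genes in arsenite at 1 µM, 8 at 10 µM, 2 in uranyl nitrate at 300 µg/L and 14 in the mixture, 12 for inflammation genes in arsenite at 1 µM and 3 in uranyl nitrate at 300 µg/L, and 2 for NRF2 and glutathione genes in uranyl nitrate at 300 µg/L. At 2 or more of 35 splits, chance is not excluded for these list results.

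The 17 genes called the same way in 4 exposures were weighed against a chance deviation of the shared vehicle libraries. For 9 of them this is argued against, since they were also called in the mixture against uranyl nitrate at 30 µg/L, which uses no vehicle library. For 3 more (mych, csrnp1b and gbp, named after their values were seen) it is argued against in the same way, since they were called in uranyl nitrate at 300 against 30 µg/L. Each of these calls bears on 1 of the 4 exposures. For the other 5 genes it stays open. When 20 genes were chosen on 2 libraries per group and read in the other libraries, from 12 to 19 lay on the same side against uranyl nitrate at 30 µg/L over 6 choices, with medians of 0.125 to 0.392 on the log2 scale. Depth and scaling are argued against, since 14 of the 17 kept all 4 calls with depth as a covariate and at least 16 did under 3 other scalings and the removal of the length trend. A difference in time of harvest may bear on nr1d1, nr1d2a and bhlhe40, which are clock genes. The 13 per, cry, clock and bmal genes of the list changed by at most 0.469 in absolute log2 fold change (cry3a in arsenite at 1 µM), and 0 of them were called in these 4 exposures. Which genes move depends on the hour, and harvest times were not used here, so that time of harvest and exposure cannot be told apart for these 17 genes.

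The contrast of 300 with 30 µg/L uranyl nitrate called 1509 genes, more than either dose against vehicle. Depth (1294 genes with it as a covariate), a length trend (1576 genes with it removed) and a single library (at least 465 genes in each fit that left one out, the lowest without uranyl nitrate 30 µg/L replicate 3) are argued against as the whole cause. A state of less growth at the higher dose was tested with 3 lists written after the top genes of this contrast had been seen, leaving out the members seen. DNA replication genes were lower (median -0.459, 33 of 34 genes lower, 19 called, adjusted p 0.000707 with fry over 18 tests), sterol synthesis genes were lower (median -0.31, 18 of 21, 3 called, adjusted p 0.029) and fasting and glucocorticoid genes were higher (median 0.311, 22 of 24, 13 called, adjusted p 0.000707). The same lists differed at 300 µg/L against vehicle (adjusted p 0.0024, 0.0262 and 0.00104) and, with fry, in none of the other 4 exposures. With camera, adjusted over the same tests, fasting genes were also higher in arsenite at 1 µM (adjusted p 7.3e-05, median 0.104), at 10 µM (0.0016, median 0.134) and in the mixture (0.000133, median 0.0497), sterol genes lower in arsenite at 10 µM (0.00171, median -0.0951) and DNA replication genes higher in uranyl nitrate at 30 µg/L (0.0151, median 0.0781). Lower DNA replication genes were found at 300 µg/L by both tests and in no other exposure by either. These values are consistent with less growth at 300 µg/L, as a hypothesis. Whether developmental delay, less feeding or a difference in handling would give the same list results was not tested, so these stay open.

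The inflammation list in the mixture leaned on 1 library. Without mixture replicate 2, camera still passed (adjusted p 3.98e-06) and fry did not (0.0735 against 0.0233), and the median fell from 0.538 to 0.283 with 20 of 23 genes higher. Whether this library decides the result stays open, since the tests part ways.

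A set of 35 genes, of 17557 with over 100 reads in a library, stood at 2 levels separated by at least 2 on the log2 scale, with at least 3 libraries at each level and a median ratio of 23 between the levels. In 24 of them both levels occurred among the vehicle libraries. Examples, named after their values were seen, are rpl39 (189 against 9587 mean reads) and ndufb5 (29.7 against 1165). The exposure alone as what sets the level is argued against, since 0 of the 35 genes had each group wholly at 1 level. That the exposure shifts how often a level occurs may hold, as 31 of 1000 permutations of the groups gave as large a total chi-square over the 35 genes. Taken singly, 1 gene (sdf4) had an unadjusted group p under 0.05, with 1.75 by chance. Of the 35, 2 were called in a contrast, pbdc1 in uranyl nitrate at 300 µg/L against vehicle (adjusted p 0.0431) and sdf4 between the uranyl nitrate doses (0.0325), both named after their values were seen. Failed libraries are argued against by the mean absolute correlation of levels between genes, 0.175, against 0.17 after shuffling (highest 0.184). Counting under another annotated gene is argued against, since 0 of the 35 had a gene that moved the opposite way. A variant carried by whole pools cannot be told apart from a fault in library making or counting, since 11.3% of the 840 values lay between the levels.

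The gene cops8, called lower in uranyl nitrate at 300 µg/L, may be of this kind. All 4 libraries of that group lay under 1 FPKM, but so did 5 of the 16 in the other 4 exposed groups. A change of level per library unrelated to exposure therefore cannot be told apart from a response of cops8 to uranyl nitrate.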
